A study of Homo sapiens with 16 samples. Its data were reported in "Epigenomic mapping identifies an enhancer repertoire that regulates cell identity in bladder cancer through distinct transcription factor networks" (2023).

How the data were processed

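RNA was measured in 16 libraries from 2 human bladder cancer cell lines, RT112 and SCaBER. Per the labels, cells were transfected with 10 nM of a small interfering RNA (siRNA), and the libraries were made with a 3' mRNA kit that reads the ends of transcripts. The methods of the study give 10 ng of siRNA instead. Each line received 2 siRNAs against FOXA1, siFOXA1.1 and siFOXA1.2, and 2 control siRNAs, siControl.1 and siControl.2. Each siRNA has 2 libraries per line, numbered as experiment batch replicates 1 and 2 in the labels. RT112 and SCaBER were grown in different media, so cell line and medium cannot be separated.

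The authors deposited a table of raw counts per gene and a table of TPM values (counts divided by gene length and scaled to the same total in every library). Per the deposited configuration, reads were trimmed with TrimGalore 0.6.2 at a minimum quality of 20 and a minimum length of 10, aligned to hg38 with STAR 2.6.1a and counted by STAR on GENCODE 29. The methods of the study name hg19 instead. No result here uses a coordinate from the deposited table, and the position given for FOXA1 is from the GRCh38.p14 annotation. The counts were whole numbers for 58721 genes. Library totals ranged from 4528510 counts (SCaBER siControl.2 replicate 2) to 7604580 counts (RT112 siControl.1 replicate 1). A floor of 3 counts was used as the limit of detection. That floor was 0.394 to 0.453 CPM (counts scaled to the library total) in RT112 and 0.434 to 0.662 CPM in SCaBER. The floor covers counting error alone, since the tables hold no molecular identifiers.

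Each line was fitted separately with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter, the quasi-likelihood F test and Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05. The filter left 11986 genes in RT112 and 11902 in SCaBER. FOXA1 did not pass the filter in SCaBER, so its change there is from a fit without the filter, a departure from the plan. The pooled comparison set the 4 siFOXA1 libraries against the 4 siControl libraries. A second fit with 1 mean per siRNA gave each siFOXA1 siRNA against the mean of both controls, siFOXA1.1 against siFOXA1.2, and siControl.1 against siControl.2, the last as background. All 16 libraries were used for the interaction of cell line and target (13701 genes), and the 8 siControl libraries for the difference between the lines (12309 genes). FOXA1 levels were also compared with a two-sided exact permutation test on CPM, which treats the libraries as exchangeable although pairs of them share a siRNA.

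Changes under the siFOXA1 siRNAs were correlated across genes as siFOXA1.1 against siControl.1 with siFOXA1.2 against siControl.2, so that no library was in both. On simulated counts with no effect of any siRNA these disjoint comparisons gave r = -0.00021, whereas comparisons against the same controls gave r = 0.336. Separate effects of the siRNAs and a difference between the controls were not simulated. Choosing the top genes of siFOXA1.1 against both controls gave r = 0.309 in the disjoint comparisons on these counts, whereas choosing them against siControl.1 gave -0.00263. Both choices were simulated after the data had been seen. Correlations over selected genes are therefore reported only for the second choice. Correlations across genes describe the profiles only, since genes are not independent replicates. Their spread was the SD over the choices of 1 library per siRNA, 16 choices within a line and 256 across the lines. This spread was adopted after the data had been seen. It describes r from single libraries and is not the error of r from all libraries.

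The 8 gene lists were interferon response genes (106 members), cell cycle genes (97), NF-kB targets (41), MYC targets (51), luminal transcription factors without FOXA1 (15), basal transcription factors (6), luminal markers (21) and basal markers (22). The luminal and basal factors are those followed or named in the study. The study selected its factor networks by enhancer activity and tumour expression, and it also reports these libraries. Whether the libraries shaped the choice is not stated, so counts adjusted over the list alone are not taken as independent evidence. Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, and p was adjusted over the 16 tests of a comparison. In the comparisons with the controls at most 1 member of a list had an arm at or under the floor. Values per siRNA are reported for the interferon and cell cycle lists, the basal markers and, in RT112, the luminal factors and the luminal markers, a restriction made after the data had been seen.

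The lists, the main tests, the alternatives except 1 and the rule for naming genes were fixed before the data were examined, and later choices are named as such where they are reported. Genes named were FOXA1, STAT2, CD274, IRF9, ZBED2 and members of the lists of factors, and 1 other gene fixed in advance is not reported here. Further genes were the 5 with the largest rise and the 5 with the largest fall per line. These needed an adjusted p under 0.05, a mean of at least 20 counts and no overlap in CPM between the 4 siFOXA1 and the 4 siControl libraries. For siFOXA1.1 against siFOXA1.2 the 5 largest changes each way were named, with the same count minimum. The 5 interferon members with the largest rise per line were named too. Any gene outside this rule is said to have been chosen after its values were seen.

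The alternatives were DESeq2 size factors, library totals alone, no filter beyond 1 count in any library, at least 10 counts in every library, DESeq2 1.42.0, a replicate block, each siRNA alone, a fold change of at least 1.5, an adjusted p under 0.01, limma on log2 of the TPM plus 1, fry, camera with an estimated correlation, crossed controls, genes with a mean of at least 100 counts, and leaving out each library in turn. The alternative added after the data had been seen took the correlation of the siRNAs over the genes that passed in siFOXA1.1 against siControl.1. Other splits of the 8 libraries of a line (35 splits) were fitted in the same way.

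The steps were tested on simulated data with the spread of RT112 and 200 genes changed by 1.5 on the log2 scale. The pooled edgeR test recovered 78.5% of them with 10 false calls at the spread within siRNAs, and 53.5% with 8 false calls at the spread of the pooled libraries. The pooled DESeq2 test recovered 81% and 71.5%, with 23 and 33 false calls. The test of siFOXA1.1 against the controls recovered 65.5% with 7 false calls, siFOXA1.1 against siFOXA1.2 recovered 55.5% with 4, and the interaction recovered 52.5% with 13. With no gene changed, siControl.1 against siControl.2 gave 0 calls. A simulated list shift of 0.5 was called by camera and by fry, and 0 of the 7 other lists were called. Genes were drawn independently at the spread within siRNAs. The list tests were thus not tested under correlation between genes or a spread between siRNAs.

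Replicates were checked as separate libraries: their counts differed by 8.56 to 36.8 times the chi-square per degree of freedom of counting error. Words of 7 bases in the 3'UTRs of GENCODE 44 were ranked by a regression t of the change on the presence of the word, averaged over the lines (mean t). The regression allowed for 3'UTR length, GC content and mean count. Changes were limited to 4 on the log2 scale, and words in fewer than 50 genes were left out. A word planted in simulated changes ranked 1 in both lines. The sequences of the siRNAs were not used here. Figures and word tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.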

Results

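The data are gene counts from 16 libraries of 3' RNA sequencing. They cover RT112, a bladder cancer cell line of the luminal type, and SCaBER, a bladder carcinoma cell line of the basal type. FOXA1, the target of the knock-down, encodes a transcription factor. Each line has 4 siControl libraries and 4 siFOXA1 libraries, and each group of 4 holds 2 libraries of each of 2 siRNAs. Library totals averaged 7234350 ± 444109 counts in RT112 siControl and 6950320 ± 249698 counts in RT112 siFOXA1 (SD, n = 4 each). In SCaBER they averaged 5779230 ± 850484 counts for siControl and 6247450 ± 692884 counts for siFOXA1 (SD, n = 4 each). In RT112, mitochondrial genes took 26.99% ± 1.77 of the counts under siFOXA1.1 (SD, n = 2). The share was 20.01% ± 0.511 under siFOXA1.2, 20.7% ± 0.778 under siControl.1 and 18.5% ± 0.798 under siControl.2 (SD, n = 2 each). By distance between profiles of log CPM, all 8 RT112 libraries were nearest to the other library of their own siRNA. In SCaBER, both siFOXA1.2 libraries and siControl.1 replicate 1 were nearest to a library of another siRNA.

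The first comparison asks how far FOXA1 transcripts fell. FOXA1 (ENSG00000129514) is annotated on chromosome 14 of GRCh38.p14, from 37589552 to 37595249. In RT112 it had 27.8 ± 6.98 CPM under siControl and 7.43 ± 6.61 CPM under siFOXA1 (SD, n = 4 each), which is 26.8% of the control level. The fitted log2 fold change was -1.86 (SE 0.57), with an adjusted p of 0.278 in edgeR. The exact permutation p was 0.0286 over 70 splits of single libraries, the smallest possible, whereas splits of whole siRNAs allow no p under 0.333. In these data all 4 siFOXA1 libraries were below all 4 siControl libraries. In batch 1 the siControl libraries had 34.98 and 18.2 CPM, against 1.32 CPM for siFOXA1.1 and 9.18 CPM for siFOXA1.2. In batch 2 they had 29.4 and 28.4 CPM, against 3.24 CPM and 16.0 CPM.

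The siRNAs lowered FOXA1 to different levels in RT112. Under siFOXA1.1 it had 2.28 ± 1.36 CPM (SD, n = 2), a log2 fold change of -3.44 (SE 0.47, adjusted p 2.19e-05 in edgeR). Under siFOXA1.2 it had 12.6 ± 4.81 CPM (SD, n = 2), a log2 fold change of -1.10 (SE 0.39, adjusted p 0.205 in edgeR). The difference between siFOXA1.1 and siFOXA1.2 was -2.34 (SE 0.50, adjusted p 0.00181 in edgeR). The siControl siRNAs differed by 0.53 (SE 0.42, adjusted p 0.685 in edgeR). Taking siFOXA1.1 libraries alone moved the pooled change most, to -3.47.

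In SCaBER FOXA1 was near the limit of detection, with 0 to 15 counts per library. It had 1.39 ± 0.971 CPM under siControl and 0.346 ± 0.452 CPM under siFOXA1 (SD, n = 4 each). A library with 0 counts allows up to 0.568 CPM in siFOXA1.1 replicate 1 and up to 0.463 CPM in siFOXA1.2 replicate 1. The fitted log2 fold change without the filter was -1.92 (SE 1.82, adjusted p 0.680 in edgeR), and the exact permutation p was 0.114. Under siControl.1 FOXA1 had 0.561 ± 0.0879 CPM and under siControl.2 it had 2.21 ± 0.316 CPM (SD, n = 2 each). The siControl.1 libraries lay within the range of the siFOXA1 libraries (0 to 0.951 CPM) and the siControl.2 libraries above it. A fall of FOXA1 in SCaBER was therefore not shown.

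**Figure D1:**
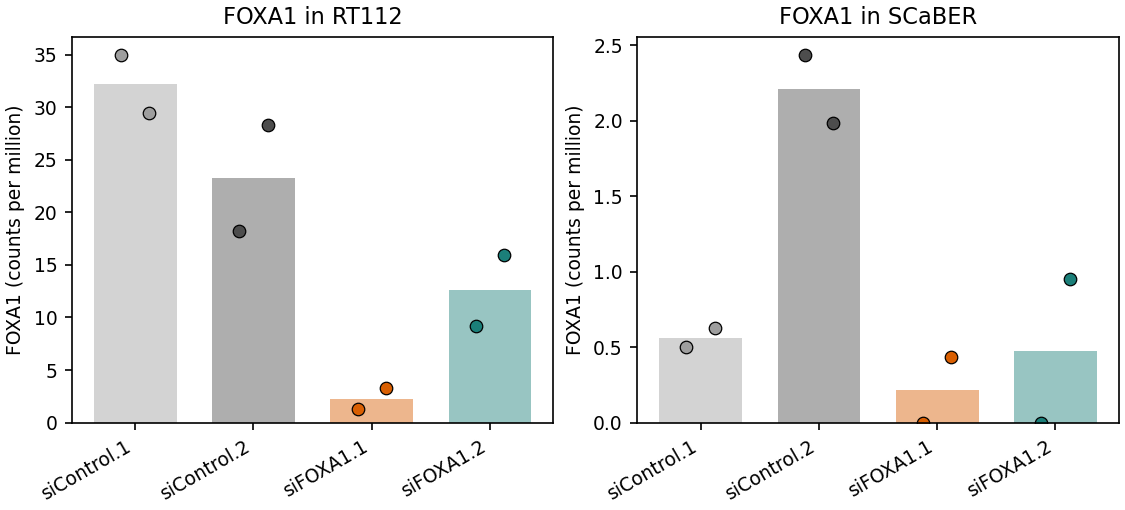
FOXA1 in CPM (vertical axis) for each siRNA in RT112 (left) and SCaBER (right). Points are libraries and bars are means of 2 libraries, and the axes of the panels differ. In RT112 the siFOXA1.1 libraries have at most 3.24 CPM and the siFOXA1.2 libraries 9.18 and 16.0 CPM, all below the siControl libraries.

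The second comparison asks which genes changed when both siFOXA1 siRNAs were pooled. In RT112 13 of 11986 genes had an adjusted p under 0.05 in edgeR, 5 higher and 8 lower, and 1454 genes had an unadjusted p under 0.05. In SCaBER 1 of 11902 genes did, and 1059 had an unadjusted p under 0.05. With replicate as a block, 0 genes passed in either line, with 1230 genes at an unadjusted p under 0.05 in RT112 and 1031 in SCaBER. Leaving out 1 library at a time gave 0 to 4 genes in RT112, 0 without either siControl.1 library or without siControl.2 replicate 1 (1037 to 1096 genes at an unadjusted p under 0.05). In SCaBER it gave 3 genes without siFOXA1.1 replicate 2 and 0 in the other 7 fits (719 to 1461 at an unadjusted p under 0.05). The alternative that moved the counts most was siFOXA1.1 alone, with 3182 genes in RT112 and 745 in SCaBER. The 4 siFOXA1 and the 4 siControl libraries did not overlap for 953 genes in RT112 (7.95%) and for 628 genes in SCaBER (5.28%). The other 2 groupings of whole siRNAs, counted after the data had been seen, gave 1179 and 780 genes in RT112 and 594 and 504 in SCaBER, so these counts do not show an effect of the target.

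CALU (ENSG00000128595) rose most in RT112, from 114 ± 7.39 CPM to 393 ± 91.4 CPM (SD, n = 4 each), a log2 fold change of 1.88 (SE 0.20, adjusted p 0.0115 in edgeR). The next largest rises were ANXA1 (log2 fold change 1.29), FAM49B (1.23), RAB7A (1.06) and AKR1B1 (0.95), each with an adjusted p of 0.0400 in edgeR. TFF1 (ENSG00000160182) fell most, from 59.9 ± 17.2 CPM to 3.33 ± 2.87 CPM (SD, n = 4 each), a log2 fold change of -4.08 (SE 0.54, adjusted p 0.0367 in edgeR). PSCA (-2.81), HPGD (-2.44), PRKACB (-2.15) and SMOX (-1.63) had the next largest falls on the log2 scale. PSCA and HPGD also differed between the control siRNAs, by 1.71 and 0.93 on the log2 scale (adjusted p 2.92e-05 and 0.0123 in edgeR). These 10 genes were selected for no overlap between the siFOXA1 and siControl libraries, which fixes the same direction under each siFOXA1 siRNA. The adjusted p was at most 0.00622 in edgeR in either comparison. Both comparisons reuse the libraries of the selection and the same controls, so they are not independent support.

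In SCaBER the single gene past the threshold was PABPC4 (ENSG00000090621), which fell from 349 ± 26.5 CPM to 133 ± 26.4 CPM (SD, n = 4 each). Its log2 fold change was -1.37 (SE 0.19, adjusted p 0.0292 in edgeR). In RT112 the change of PABPC4 was -1.46 (adjusted p 0.0633 in edgeR).

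Each siFOXA1 siRNA was then compared with both controls. In RT112 siFOXA1.1 changed 3903 genes (1870 higher, 2033 lower) and siFOXA1.2 changed 245 (125 higher, 120 lower) at an adjusted p under 0.05 in edgeR. In SCaBER siFOXA1.1 changed 1102 genes (532 higher, 570 lower) and siFOXA1.2 changed 5 (3 higher, 2 lower). The balance of directions depended on the scaling. In RT112 36.9% of 3934 genes were higher under siFOXA1.1 with library totals alone, and 21.3% of 3893 with limma on TPM. With limma on TPM 35.2% of 739 genes were higher under siFOXA1.1 in SCaBER, and 31.9% of 72 under siFOXA1.2 in RT112. With library totals alone these shares were 44.3% of 1091 and 44.4% of 223. The count for siFOXA1.2 in SCaBER ranged from 0 without siControl.2 replicate 1 (488 at an unadjusted p under 0.05) to 21 without siFOXA1.1 replicate 1, and that for siFOXA1.1 fell to 526 without siControl.2 replicate 1. In RT112 the count for siFOXA1.2 ranged from 119 without siControl.1 replicate 2 to 380 without siFOXA1.1 replicate 2. The direct test of siFOXA1.1 against siFOXA1.2 gave 3367 genes in RT112 (1563 higher, 1804 lower) and 577 in SCaBER (244 higher, 333 lower). As background, siControl.1 against siControl.2 gave 283 genes in RT112 (149 higher, 134 lower) and 8 in SCaBER (6 higher, 2 lower), the last rising to 60 without either siFOXA1.1 library. The biological coefficient of variation fell from 0.421 with pooled siRNAs to 0.295 with 4 siRNA groups in RT112, and from 0.399 to 0.352 in SCaBER.

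The largest differences between siFOXA1.1 and siFOXA1.2 in RT112 had 1 arm at or under 3 counts in all its libraries. KRT81 was at least 375-fold higher under siFOXA1.1, GJA5 at least 91.9-fold, RSAD2 at least 76.2-fold, STX19 at least 34.5-fold and USP2 at least 25.6-fold. FAM20C was at least 52.5-fold lower, KRT1 at least 38.9-fold, HOXD11 at least 30.4-fold, AC084125.2 at least 22.3-fold and TNNT3 at least 20.7-fold. In SCaBER the largest rises were MX2 (log2 difference 5.62), IFI6 (4.28), MX1 (4.17), IFI44L (3.95) and FSTL3 (3.88). HIST1H1B was at least 40.4-fold lower there, SCNN1A at least 26.4-fold, LAPTM5 at least 24.7-fold, ANK1 at least 19.5-fold and ARL10 at least 17.1-fold. HIST1H1B belongs to a family of similar histone genes.

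**Figure D2:**
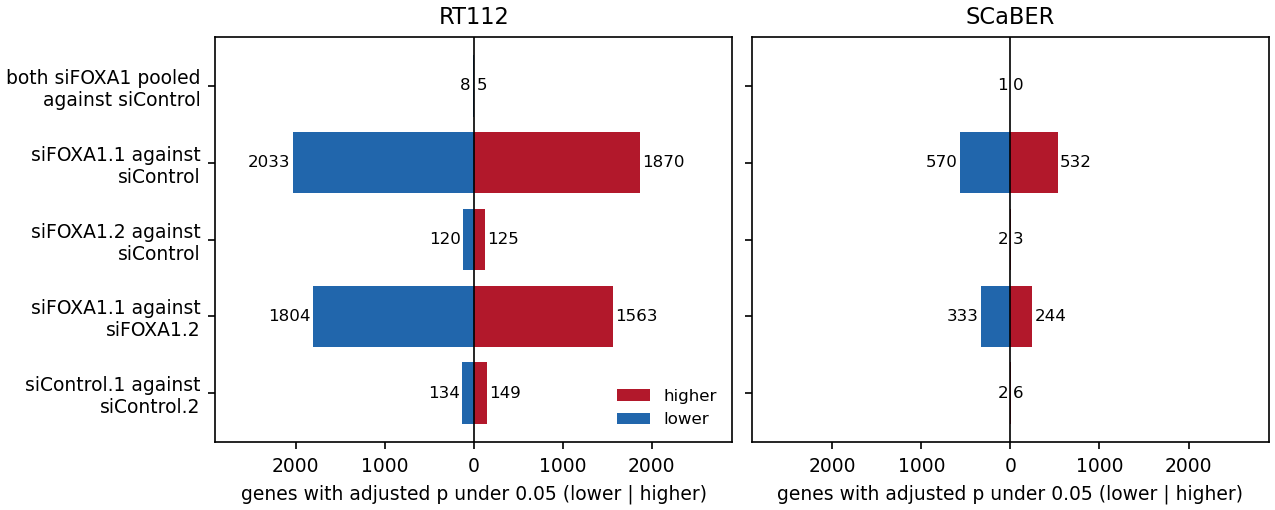
Number of genes (horizontal axis) with an adjusted p under 0.05 in edgeR, lower to the left and higher to the right, for 5 comparisons in RT112 and SCaBER. The pooled comparison gives 13 genes and 1 gene, while siFOXA1.1 alone gives 3903 and 1102.

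The changes under siFOXA1.1 and siFOXA1.2, taken against different control libraries, were correlated across genes. Pearson's r was 0.0401 in RT112 (Spearman 0.0419, 11986 genes) and 0.0607 in SCaBER (Spearman 0.0547, 11902 genes). The SD of r over choices of 1 library per siRNA was 0.0177 in RT112 and 0.0259 in SCaBER, which is not the error of r from all libraries. Leaving out 1 library at a time gave -0.0105 to 0.0356 in RT112 and 0.00964 to 0.0467 in SCaBER, below r from all libraries. Within batches r was 0.0315 and 0.0552 in RT112, and 0.0245 and 0.0513 in SCaBER. Exchanging the controls gave -0.0280 in RT112 and -0.00041 in SCaBER. Over the genes that passed in siFOXA1.1 against siControl.1, a choice made after the data had been seen, r was 0.108 in RT112 (3348 genes) and 0.261 in SCaBER (707 genes). With the controls exchanged in that choice as well, r was -0.0206 (3349 genes) and 0.0129 (788 genes).

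The lines were compared to ask which changes they have in common. Over the 10685 genes tested in both lines, 0 genes passed in both pooled comparisons, where 9 genes passed in RT112 and 1 in SCaBER. For siFOXA1.1, 760 genes passed in both lines, where chance gives 350 (Fisher's exact p 1.78e-167, over genes that are not independent). Of these 744 had the same direction, where chance gives 174.9. For siFOXA1.2 there were 4 with the same direction, where chance gives 0.0515. The control siRNAs gave 4, where chance gives 0.101. Between the lines r across genes was 0.445 (SD 0.0511) for siFOXA1.1, 0.101 (SD 0.0185) for siFOXA1.2 and 0.0914 (SD 0.0460) for siControl.1 against siControl.2. Within batches 1 and 2 these were 0.294 and 0.412, 0.0625 and 0.0625, and 0.102 and -0.00313. The SDs are those of r from 1 library per siRNA, not the error of r from all libraries. For siFOXA1.1, leaving out 1 library at a time gave 0.311 to 0.434, below 0.445. The interaction of cell line and target passed for 0 of 13701 genes, and 737 genes had an unadjusted p under 0.05. This count depended on the method, with 21 genes in DESeq2 and 45 in edgeR without a filter beyond 1 count.

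Under siControl, 5341 of 12309 genes differed between the lines, 2612 higher in RT112 and 2729 lower. FOXA1 was higher in RT112 by 4.35 on the log2 scale (SE 0.47, adjusted p 3.21e-06 in edgeR). GATA3 was higher by 5.19 (SE 0.21, adjusted p 1.49e-10) and PPARG by 1.79 (SE 0.23, adjusted p 1.92e-05).

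The gene lists ask whether interferon, cell cycle and identity genes moved as sets. In RT112 the median log2 fold change of the pooled comparison was 0.63 for the interferon list (77 genes, camera adjusted p 2.75e-07) and -0.61 for the cell cycle list (96 genes, 1.62e-13). In SCaBER it was 0.76 for the interferon list (96 genes, 3.31e-12) and -0.52 for the cell cycle list (96 genes, 4.62e-19). MYC targets had medians of -0.19 in RT112 (0.0441) and -0.22 in SCaBER (8.15e-05), and NF-kB targets of 0.32 (0.106) and 0.22 (0.0383). Luminal factors had a median of -0.50 in RT112 (14 genes, 0.000268) and of -0.20 in SCaBER (13 genes, 0.211). Luminal markers had -0.53 in RT112 (0.00795) and -0.09 in SCaBER (0.542). Basal markers had 0.16 in RT112 (0.323) and 0.30 in SCaBER (0.00395). In SCaBER siControl.1 and siControl.2 differed as much, by 0.31 for the basal markers (0.00566) and by 0.22 for NF-kB targets (0.0476), and also by -0.13 for MYC targets (0.0476) and 0.56 for the basal factors (0.0335). Basal factors had 0.02 in RT112 (0.376) and 0.03 in SCaBER (0.868). Of the 16 tests 10 had an adjusted p under 0.05 with camera in limma. Under fry 1 of these 10 calls held, the luminal markers in RT112, and with an estimated correlation 0 held. Leaving out 1 library raised the adjusted p to 0.289 for MYC targets in RT112 (without siFOXA1.1 replicate 2), to 0.232 for NF-kB targets in SCaBER (without siControl.2 replicate 1) and to 0.0586 for basal markers in SCaBER (without siFOXA1.2 replicate 1). No list differed between the lines by the interaction, where the smallest adjusted p was 0.135, and the luminal factors had a median of -0.24 (0.189).

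The list changes differed between the siRNAs. Under siFOXA1.1 the interferon list rose by 1.02 in RT112 and 1.33 in SCaBER, and the cell cycle list had medians of -1.63 and -1.06. Under siFOXA1.2 the interferon medians were 0.08 and -0.06 (adjusted p 0.694 and 0.215 with camera in limma). The cell cycle medians were -0.05 and -0.11 (adjusted p 0.588 and 0.0113), the last with an adjusted p of 0.0849 without siControl.1 replicate 2. Within batches 1 and 2, the interferon medians under siFOXA1.1 were 0.93 and 1.01 in RT112 and 1.11 and 1.55 in SCaBER. The cell cycle medians were -1.41 and -1.88 in RT112, and -0.94 and -1.28 in SCaBER. The siFOXA1.1 calls for both lists held under fry, and with an estimated correlation the interferon list in RT112 alone held. The control siRNAs differed by 0.37 for the interferon list in SCaBER (adjusted p 4.51e-07) and by -0.20 for the cell cycle list in RT112 (0.00566). In SCaBER the basal markers had 0.32 under siFOXA1.1 (0.0490) and 0.37 under siFOXA1.2 (0.0113), with adjusted p up to 0.129 and 0.0945 when 1 library was left out.

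Over all genes 0 interferon members passed in the pooled comparison of either line, and adjusted over the list alone 0 passed in RT112 and 16 in SCaBER. Under siFOXA1.1, 42 interferon members were higher and 2 lower over all genes in RT112, and 45 and 2 adjusted over the list alone. In SCaBER 61 were higher and 0 lower over all genes, and 72 and 0 adjusted over the list alone. The interferon members with the largest pooled rise in RT112 were IFI6, IFIT1, IRF9, RSAD2 and XAF1, with adjusted p from 0.191 to 0.411 in edgeR. Those in SCaBER were TMEM140, MX2, IFI44L, IFI6 and CXCL10, with adjusted p from 0.319 to 0.425. STAT2, CD274 and IRF9 rose under siFOXA1.1 by 1.75, 3.36 and 4.27 in RT112 and by 2.53, 2.81 and 1.71 in SCaBER. The change of IRF9 in SCaBER had an adjusted p of 0.108 in edgeR, and the other 5 were under 0.05. Under siFOXA1.2 the changes of STAT2, CD274 and IRF9 were 0.15, -0.72 and 1.29 in RT112 and 0.44, 0.65 and 0.84 in SCaBER, with adjusted p of at least 0.554. Pooled they were 1.14, 2.34 and 3.41 in RT112 and 1.77, 2.10 and 1.33 in SCaBER, with adjusted p from 0.259 to 0.533. In RT112 siFOXA1.2 replicate 1, IRF9 had 0.437 CPM, the floor of 3 counts, and CD274 had 0 CPM. IRF9 had 0.453 to 1.46 CPM in the siControl libraries of RT112. Its rise under siFOXA1.2 there thus rests on replicate 2 alone. ZBED2 changed by -0.29 in RT112 and -0.42 in SCaBER in the pooled comparison (adjusted p 0.820 and 0.818 in edgeR).

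In RT112 the luminal factors fell under each siRNA, by a median of -0.70 for siFOXA1.1 (adjusted p 0.00320) and -0.25 for siFOXA1.2 (0.0419), with camera in limma. The adjusted p for siFOXA1.2 was 0.101 without siControl.2 replicate 2. The call for siFOXA1.2 was kept in 8 of 16 alternatives, with adjusted p up to 0.462. The luminal markers had -0.74 (0.105) and -0.32 (0.00710), and the basal markers -0.16 (0.968) and 0.42 (0.0372, or 0.101 without siControl.2 replicate 2). The call of the basal markers under siFOXA1.2 was also kept in 8 of 16 alternatives, with adjusted p up to 0.513. The control siRNAs differed by 0.25 for the luminal factors (0.0684), by 0.23 for the luminal markers (0.0335) and by -0.25 for the basal markers (0.121). Pooled, 0 luminal factors passed over all genes and 6 were lower adjusted over the list alone. Every member tested had a pooled change below 0 except GRHL1 (0.27) and MECOM (0.03). KLF5 had 511 ± 92.9 CPM under siControl and 248 ± 121 CPM under siFOXA1 (SD, n = 4 each), lower in all 4 libraries, a log2 fold change of -0.996 (SE 0.30, adjusted p 0.277 in edgeR). GATA3 had 440 ± 18.3 CPM and 296 ± 83.8 CPM (SD, n = 4 each), a change of -0.51 (SE 0.18, adjusted p 0.313 in edgeR). Under siFOXA1.1 KLF5 changed by -1.65 and GATA3 by -0.82, and under siFOXA1.2 by -0.52 and -0.25. Of the basal factors, HMGA2 rose under siFOXA1.2 by 2.08 (SE 0.47, adjusted p 0.0257 in edgeR). Under siFOXA1.2 HMGA2 had 10.78 CPM in replicate 1 and 30.05 CPM in replicate 2, against 3.62 to 6.115 CPM in the siControl libraries. Both replicates were above the controls, but the size of the rise rests largely on replicate 2.

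**Figure D3:**
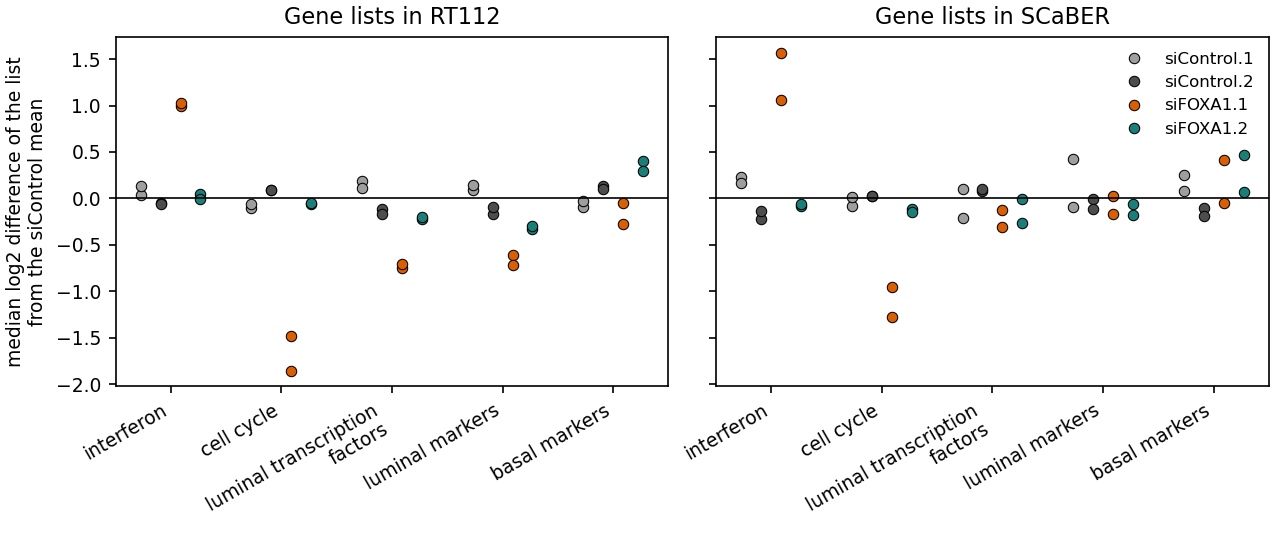
Median log2 difference of 5 gene lists from the siControl mean (vertical axis) in each library of RT112 (left) and SCaBER (right). Points are libraries, coloured by siRNA. The siFOXA1.1 libraries lie apart from the other siRNAs for the interferon and cell cycle lists in both lines.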

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

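Every test in this part was chosen after the result it addresses had been seen. In groups of 4 libraries, 158 sets of values were examined for a library whose gap to its nearest neighbour exceeded Dixon's 95% critical share of the range. There were 12 such libraries and values, where chance gives 7.9.

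SCaBER siControl.1 replicate 2 stood apart from the other SCaBER siControl libraries in 4 values. It had 14326 genes with a count, against 15012 to 15139. Its median log2 difference for luminal factors was -0.21, against 0.08 to 0.11. It had 73.3 CPM of HES1, against 46.6 to 51.1, and 78.1 CPM of KLF5, against 154 to 163. HES1 and KLF5 are members of that list, so these values are not independent. A shortage of reads was tested as a cause, but the library had 6416090 counts, the most of the 4. A few genes taking most of the counts was tested too, but its 10 most abundant genes held 10.5% of its counts, the lowest share of the 4. Both values argue against these explanations. Batch sets this library apart from siControl.1 replicate 1, but siControl.2 replicate 2 of the same batch lay with the others in all 4 values. An effect of batch on siControl.1 alone was not tested, and neither was a biological explanation.

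In SCaBER siControl.1 replicate 1 the cell cycle list had a median log2 difference of -0.081, against 0.011 to 0.030 in the other siControl libraries. The value is small beside the change under siFOXA1.1, and no technical or biological explanation was tested.

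Among the SCaBER siFOXA1 libraries, GRHL1 had 11.4 CPM in siFOXA1.2 replicate 2, against 4.78 to 5.50 CPM in the others. AHR had 23.1 CPM in siFOXA1.1 replicate 1, against 12.8 to 13.6 CPM. BNC1 had 16.7 CPM in that library, against 24.99 to 25.03 CPM. KLF7 had 41.2 CPM in siFOXA1.1 replicate 2, against 28.7 to 30.7 CPM. In each case the other library of the same siRNA was with the rest, so the siRNA does not set it apart. No technical or biological explanation was tested for these single values.

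In RT112 siControl.1 replicate 2, IRF9 had 0.453 CPM, which is the floor of 3 counts, against 1.32 to 1.46 CPM in the other siControl libraries. RT112 siFOXA1.2 replicate 2 had 7322000 counts, against 6787790 to 6863180 in the other siFOXA1 libraries. SMOX had 27.2 CPM in that library, against 15.2 to 16.1 CPM. No technical or biological explanation was tested for these values.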

How the results depend on the processing

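The number of genes changed under siFOXA1.1 in RT112 stayed within 1.5 times of 3903 in all 17 alternatives run, from 2617 to 4084. The difference between siFOXA1.1 and siFOXA1.2 in RT112 stayed between 3094 and 3515 genes in 11 alternatives, and the difference between the lines under siControl between 3938 and 6368 genes in 14. The FOXA1 change in RT112 kept its direction in all 18 alternatives, from -3.47 to -1.13, with adjusted p from 0.000191 to 0.772. Under siFOXA1.1 it passed the threshold in all 14, with adjusted p from 9.00e-12 to 0.000279. In SCaBER it stayed under 0 in all 16, from -3.05 to -0.65, with no adjusted p under 0.598. For each value below that passed or lost a threshold, moved or reversed, the cause was not tested unless stated.

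With DESeq2 size factors every result kept its direction and side. With library totals alone the pooled comparison gave 5 genes in RT112, all among the 13, and the basal factors in RT112 reversed to -0.054. The median of all genes moved to -0.07 for the pooled and -0.14 for the siFOXA1.1 comparison in RT112 in that setting, so changes are read relative to it.

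Without a filter beyond 1 count, the pooled comparison gave 123 genes in RT112 and 213 in SCaBER, with 27 in both lines and 45 for the interaction. That setting also gave 376 and 42 genes under siFOXA1.2, and 449 and 91 between the control siRNAs, in RT112 and SCaBER. The basal markers in RT112 reversed to -0.018. The agreement of the siRNAs was 0.00155 in RT112 and -0.00310 in SCaBER. Correlations between the lines were 0.166 for siFOXA1.1, 0.0431 for siFOXA1.2 and 0.00588 for the control siRNAs. Genes near 0 counts enter in this setting.

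With at least 10 counts in every library, the pooled comparison gave 3 genes in SCaBER and 3 in both lines, and the control siRNAs differed by 21 genes in SCaBER. The agreement of the siRNAs was 0.0618 in RT112. Correlations between the lines were 0.596 for siFOXA1.1, 0.173 for siFOXA1.2 and 0.175 for the control siRNAs. Fewer genes were tested in this setting.

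DESeq2 gave 179 genes in RT112 and 36 in SCaBER for the pooled comparison, 7 in both lines and 21 for the interaction. It gave 383 and 38 genes under siFOXA1.2, and in SCaBER 885 between siFOXA1.1 and siFOXA1.2 and 70 between the control siRNAs. The basal markers in RT112 reversed to -0.012. The agreement of the siRNAs was 0.00314 in RT112 and -0.00210 in SCaBER. Correlations between the lines were 0.181 for siFOXA1.1, 0.0416 for siFOXA1.2 and 0.0103 for the control siRNAs. On simulated data DESeq2 made more false calls than edgeR.

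With replicate as a block the pooled comparison gave 0 genes in RT112 and 0 in SCaBER, with 1230 and 1031 genes at an unadjusted p under 0.05. The control siRNAs then differed by 35 genes in SCaBER. The labels number the replicates as paired experiment batches. The deviations of libraries with the same number were correlated across genes at a mean r of 0.00375 in RT112 and 0.0594 in SCaBER.

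With siFOXA1.1 libraries alone against the controls, 3182 genes changed in RT112, 745 in SCaBER and 507 in both, and the FOXA1 change in RT112 was -3.47 (adjusted p 0.000191). The basal factors reversed to -0.0096 in RT112 and -0.20 in SCaBER, the basal markers in RT112 to -0.20 and the luminal markers in SCaBER to 0.10. With siFOXA1.2 libraries alone, 68 genes changed in RT112, 3 in SCaBER and 3 in both. The interferon list had a median of 0.052 in RT112 (adjusted p 0.459) and reversed to -0.11 in SCaBER (adjusted p 0.342). The cell cycle list had -0.066 in RT112 (0.459). NF-kB targets in RT112 reversed to -0.10, MYC targets in RT112 to 0.054 and basal factors in SCaBER to -0.12. Single genes also reversed with siFOXA1.2 alone: in RT112 IFIT1 (-1.98), XAF1 (-0.34), CD274 (-0.83) and RSAD2 (-6.67, with 0 counts in both siFOXA1.2 libraries). In SCaBER MX2 (-1.37), IFI44L (-0.10) and IFI6 (-0.46) did so.

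With siControl.1 alone as the control, 1 gene changed in RT112 and 0 in SCaBER in the pooled comparison, with 967 and 628 at an unadjusted p under 0.05, and 707 changed under siFOXA1.1 in SCaBER. The basal factors in SCaBER reversed to -0.16. The basal markers under siFOXA1.1 in RT112 reversed to 0.048. The change of STAT2 under siFOXA1.2 in RT112 reversed to -0.13 (adjusted p 0.946). The interferon list under siFOXA1.2 reached -0.0010 in RT112, and the cell cycle list 0.019. With siControl.2 alone as the control, 0 genes changed in RT112 and 0 in SCaBER, with 818 and 792 at an unadjusted p under 0.05, and 141 changed under siFOXA1.2 in RT112. The basal markers in RT112 reversed to -0.022, and the interferon list under siFOXA1.2 in SCaBER to 0.088. These settings rest on fewer libraries.

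At an adjusted p under 0.01 the pooled comparison gave 0 genes in RT112 and 0 in SCaBER, with 1454 and 1059 at an unadjusted p under 0.05. Under siFOXA1.2 there were 95 genes in RT112 and 0 in SCaBER (634 at an unadjusted p under 0.05), and under siFOXA1.1 452 genes in SCaBER. A fold change of at least 1.5 left 13 genes in RT112 and 1 in SCaBER. With limma on the TPM values, 4 genes changed in RT112 and 2 in SCaBER in the pooled comparison, and 72 and 1 under siFOXA1.2. The control siRNAs then differed by 78 genes in RT112 and 0 in SCaBER (804 at an unadjusted p under 0.05), and siFOXA1.1 and siFOXA1.2 by 276 in SCaBER. On the TPM scale the median of all genes in RT112 was -0.16 for the pooled and -0.29 for the siFOXA1.1 comparison, so changes there are read relative to it.

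Under fry the adjusted p was 0.271 for the interferon list (median 0.63) and the cell cycle list (-0.61) in RT112 and 0.123 for the luminal factors (-0.50) there. In SCaBER it was 0.304 for the interferon list (0.76) and 0.271 for the cell cycle list (-0.52). Camera with an estimated correlation gave an adjusted p of 0.409 for all 5. Over all alternatives the adjusted p of the pooled list tests ranged from 1.37e-14 to 0.459 for interferon and from 1.19e-26 to 0.459 for cell cycle in RT112. For the luminal factors in RT112 the range was 6.21e-06 to 0.409. Under siFOXA1.2 in SCaBER the interferon median ranged from -0.25 to 0.088 over 16 alternatives, with adjusted p from 0.000484 to 0.758. There 13 alternatives kept direction and side, so the absence of a call did not hold in every alternative.

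With crossed controls the agreement of the siRNAs was -0.0280 in RT112 and -0.000414 in SCaBER. Over genes with a mean of at least 100 counts it was 0.0901 in RT112 and 0.0956 in SCaBER. Over the genes that passed in siFOXA1.1 against siControl.1, an alternative chosen after the data had been seen, it was 0.108 in RT112 and 0.261 in SCaBER.

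Leaving out 1 library at a time, the pooled comparison gave 0 to 4 genes in RT112 and 0 to 3 in SCaBER, where 3 came without siFOXA1.1 replicate 2. The fits that gave 0 had 1037 to 1096 genes at an unadjusted p under 0.05 in RT112 and 719 to 1461 in SCaBER. Genes in both lines ranged from 0 to 1, the 1 without SCaBER siFOXA1.1 replicate 2. The interaction ranged from 0 to 1, the 1 without SCaBER siControl.2 replicate 2 or without RT112 siFOXA1.1 replicate 1. Genes under siFOXA1.2 ranged from 119 (without siControl.1 replicate 2) to 380 (without siFOXA1.1 replicate 2) in RT112. In SCaBER they ranged from 0, without either siControl.2 library (488 and 516 at an unadjusted p under 0.05), to 21, without siFOXA1.1 replicate 1. Genes under siFOXA1.1 in SCaBER ranged from 526 (without siControl.2 replicate 1) to 917, and those in both lines from 392 (without the same library) to 736. The difference between siFOXA1.1 and siFOXA1.2 in SCaBER ranged from 343, without the same library, to 573. The control siRNAs differed by 208 to 454 genes in RT112, the highest without siFOXA1.1 replicate 2. In SCaBER they differed by 2 to 60 genes, 2 without either siFOXA1.2 library and 60 without either siFOXA1.1 library.

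In the fits that left out 1 library, the agreement of the siRNAs ranged from -0.0105 to 0.0356 in RT112 and from 0.00964 to 0.0467 in SCaBER. Correlations between the lines ranged from 0.311 to 0.434 for siFOXA1.1, from 0.0442 to 0.103 for siFOXA1.2 and from 0.00226 to 0.114 for the control siRNAs. The last fell to 0.00226 without SCaBER siControl.1 replicate 1. The basal factors ranged from -0.049 to 0.21 in RT112 and from -0.11 to 0.079 in SCaBER, reversed without RT112 siFOXA1.2 replicate 1, without either SCaBER siControl.2 library and without SCaBER siFOXA1.1 replicate 2. The luminal markers in SCaBER ranged from -0.27 to 0.14, reversed without siControl.1 replicate 2. The basal markers in RT112 ranged from -0.010 to 0.30, and were -0.010 and -0.0040 without siFOXA1.2 replicate 1 and replicate 2. The pooled interferon medians ranged from 0.44 to 0.79 in RT112 and from 0.45 to 0.96 in SCaBER. The pooled cell cycle medians ranged from -0.91 to -0.37 and from -0.71 to -0.36, and each kept an adjusted p of at most 8.40e-05.

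Among the other results, which are single genes and the remaining lists and correlations, 194 fell short of the threshold in an alternative, 45 passed it, 11 moved and 31 reversed, and 1166 kept their direction and side. FOXA1 in SCaBER rests on few counts, at most 15 in a library. The spread of the correlations, the restriction of lists per siRNA and the treatment of FOXA1 in SCaBER were chosen after the data had been seen.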

Other observations

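The word tests for siFOXA1.1 and siFOXA1.2 were set out before their results were seen, and all other tests in this part were chosen after the result they address.

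Other splits of the 8 libraries of a line into groups of 4 were tested in the same way as the real split. In RT112, 1 of the 35 splits gave as many genes as the real split, which was the real split itself. The next largest were 6 genes for siControl.2 with siFOXA1.2 against the rest and 4 for siControl.2 with siFOXA1.1. In SCaBER, also, 1 of the 35 splits gave as many genes. Of the 18 splits balanced over the batches, 1 gave as many in each line, and batch 1 against batch 2 was not among the splits with as many genes. For the list tests in RT112, 7 of the 35 splits gave a p as small for interferon, 11 for cell cycle, 15 for MYC targets, 1 for luminal factors and 2 for luminal markers. In SCaBER 11 splits did for interferon, 1 for cell cycle, 10 for NF-kB targets, 5 for MYC targets and 6 for basal markers. Among the 18 balanced splits these counts were 4, 6, 9, 1 and 1 in RT112, and 7, 1, 3, 3 and 2 in SCaBER. In RT112 all such splits for interferon, cell cycle and MYC targets kept the siFOXA1.1 libraries together. So did all 11 for interferon and all 5 for MYC targets in SCaBER, against 4 of 10 for NF-kB targets and 2 of 6 for basal markers. In SCaBER batch 1 against batch 2 was itself among the splits counted for NF-kB targets and basal markers. Its camera p was 0.000205 and 0.000118, against 0.0215 and 0.00173 for the real split. Splits of the 8 siControl libraries gave as many genes between the lines in 1 of 35. For the interaction and for genes in both lines the real count was 0, and all 100 of the 100 splits drawn gave as many. By genes with an unadjusted p under 0.05, 31 of the 100 gave as many for the interaction. Pooled list changes with at least 2 such splits of the 35 are thus not distinguished from other groupings of the libraries at a share under 0.05. Where all of them kept the siFOXA1.1 libraries together, the groupings share the siFOXA1.1 change. All these splits treat single libraries as exchangeable, although pairs of them share a siRNA. Groupings of whole siRNAs within a line allow no share under 0.333. Results within a line with 1 of the 35 splits are therefore not shown to pass at 0.05 either.

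The rise of interferon genes and the fall of cell cycle genes under siFOXA1.1 was weighed against technical explanations. With all libraries of a line thinned to the same total, the smaller interferon median of the lines was 1.00 and the smaller cell cycle median -1.05. Without mitochondrial genes and the 50 genes with the most counts they were 1.02 and -1.06. In the batches of the lines taken singly, the smallest values were 0.93 and -0.94. These values argue against depth, a few abundant genes or a single batch as the cause. A mislabelled sample is argued against by FOXA1, at most 3.24 CPM in the siFOXA1.1 libraries of RT112 and at least 9.18 CPM elsewhere in that line. The correlation of the siFOXA1.1 change between the lines (0.445) argues against it too.

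A response in proportion to the loss of FOXA1 was also tested in RT112. The FOXA1 log2 change under siFOXA1.2 was 0.320 of that under siFOXA1.1, and the loss in CPM 0.596. The interferon median under siFOXA1.2 was 0.0770 of that under siFOXA1.1, and the cell cycle median 0.0311. Within batches these ratios were 0.0272 and 0.00487 for interferon, and 0.0449 and 0.0302 for cell cycle. Such values argue against a response in proportion on either scale. A response that needs FOXA1 to fall below a level was not excluded, though libraries of SCaBER speak against it. There siFOXA1.1 and siFOXA1.2 replicate 1 both had 0 FOXA1 counts, with interferon medians of 1.06 and -0.076 and cell cycle medians of -0.96 and -0.11. These are single libraries at the limit of detection. For the luminal factors the ratio was 0.357, with 0.188 and 0.341 within batches, and for the luminal markers 0.431, with 0.514 and 0.488. These lie on both sides of the FOXA1 ratio on the log2 scale and below that in CPM. The control siRNAs differed by 0.25 for the luminal factors, as much as the median under siFOXA1.2, and by 0.23 for the markers, so a loss in proportion and a difference among siRNAs cannot be told apart.

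An innate immune response to the siRNA may raise interferon genes. IFNL1 had 19 counts in the siFOXA1.1 libraries of RT112, all in replicate 1, against 1 count under siControl.1 and 0 under siControl.2 and siFOXA1.2. In SCaBER IFNL1 had 102 counts under siFOXA1.1, 27 under siControl.1, 14 under siControl.2 and 16 under siFOXA1.2. By replicate, siControl.1 replicate 2 had 26 of these counts and siFOXA1.1 replicate 1 had 27, although their interferon medians were 0.17 and 1.06, so IFNL1 did not follow the list there. With 0 counts in RT112 siFOXA1.1 replicate 2, where the interferon list also rose, this explanation and an effect of FOXA1 cannot be told apart.

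Off-target silencing through a seed match was tested with 7-base words in 3'UTRs, of which the FOXA1 mRNA holds 17.8%. A siRNA against FOXA1 that also silences other genes could mark them with a word that the FOXA1 mRNA holds. For siFOXA1.1 the prediction was not met: the first of all words, CACCAAA (mean t -5.45), is absent from the FOXA1 mRNA. The second, AACACCA (-5.26), is present in it and overlaps the first. Over the 9768 genes common to the lines, a set chosen after the result, AACACCA ranked first at -6.17, where the lowest of 100 permutations of genes was -4.25. The test leaves seed silencing by siFOXA1.1 open. For siFOXA1.2 the prediction was met: the first word, ATACGAA (-4.76), is in the FOXA1 mRNA, as is the second, CATACGA (-4.31). Over the common genes ATACGAA had -5.64, where the lowest permuted value was -3.52. Part of the siFOXA1.2 changes may therefore be seed silencing, a hypothesis found in these same data. The word whose genes rose most under siFOXA1.2, AGCAACC (4.72), is absent from the FOXA1 mRNA. Over the common genes it had 5.22, where the highest permuted value was 4.14. Its genes were also higher under siControl.1 than under siControl.2 (4.93). Between the control siRNAs the highest word was GCAACCA (6.25), absent from the FOXA1 mRNA, and its genes also rose under siFOXA1.2 (3.76). The lowest was TGACGTA (-5.26), also absent. Over the common genes GCAACCA had 6.30, where the highest permuted value was 3.47. The lowest word over those genes was GACAGTA at -4.77, where the lowest permuted value was -3.93. Without the sequences of the control siRNAs, a seed effect of either cannot be told apart from other differences between them.

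Direct seed silencing of the cell cycle genes was tested by their words. The 76 members whose 3'UTR lacks CACCAAA, AACACCA and ACACCAA fell too, with medians of -1.47 in RT112 and -1.03 in SCaBER. The 19 members with a word had -2.33 and -1.27. This argues against direct silencing as the whole cause, while an indirect effect of another silenced gene was not tested.

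Some genes changed the same way under both siFOXA1 siRNAs in both lines. Over 10685 genes, 147 passed 0.5 on the log2 scale in all 4 comparisons with disjoint controls. Permuted pairings of genes gave 99.6 on average and at most 128 (permutation p 0.001, the smallest that 1000 permutations can give). With the controls exchanged 110 genes passed, where permuted pairings gave 103.8 on average and at most 130 (permutation p 0.274). Past the same limit, 84 genes changed in opposite directions under the siRNAs with disjoint controls (exact binomial p 4.08e-05, over genes that are not independent), and 120 with the controls exchanged (exact binomial p 0.553). As the excess was seen with 1 pairing of the controls alone, coincidence of unrelated responses and a common effect cannot be told apart. Both ways 39 genes passed, of which 29 fell and 10 rose, and no chance count was made for these. Among the 10 that rose, the rise of IRF9 under siFOXA1.2 in RT112 rests on replicate 2 alone. The limit of 0.5 was chosen after the data had been seen. CALU, HMGB1 and PABPC4, which are among the 39, and RAB7A, which is not, were singled out after their values were seen. The pooled changes in RT112 and SCaBER were 1.88 and 1.32 for CALU, 1.06 and 0.91 for RAB7A, -1.06 and -1.02 for HMGB1, and -1.46 and -1.37 for PABPC4. Under siFOXA1.2 in SCaBER the adjusted p in edgeR was 0.0144 for CALU and 0.0429 for PABPC4, but 0.147 for RAB7A and for HMGB1. HMGB1 has many near-identical pseudogene copies, so its counts may include or lose shared reads. Of 21 falling genes with a 3'UTR, 3 (PYCARD, PABPC4 and GPD1L) held words of both siRNAs, which is 14.3%, against 1.505% of all genes (Fisher's exact p 0.00364). As the words were chosen from these data, seed silencing by both siRNAs and a loss of FOXA1 cannot be told apart for these 3 genes. The other 18 lacked words of both, which argues against direct silencing through these words by both siRNAs, and so does the rise of the 10 genes that rose.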
